A study of Drosophila melanogaster with 6 samples. Its data were reported in "Patient-associated mutations in Drosophila Alk perturb neuronal differentiation and promote survival" (2022).

How the data were processed

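Central nervous systems were dissected from third-instar larvae of w1118 controls and of the homozygous Alk-YS mutant. Paired-end Illumina reads were aligned by the authors with HISAT2 to the Ensembl BDGP6 assembly, and differential expression was computed by the authors with DESeq2. The gene counter, strandedness and annotation release were not stated, so overlapping genes could share reads. The deposited comparison table held 13416 genes with a signal value per library, which is the gene read count divided by a size factor. It also held the authors' log2 fold change, p-value and adjusted p-value. The adjusted p-value was written as 1 by the authors for 2126 genes outside the adjustment. The deposited FPKM table held 17558 genes, of which 4142 were not in the comparison table and reached at most 1.03 FPKM. Of the gene IDs, 98.2% were found in the annotation supplied for BDGP6, and 98.4% of these had the same chromosome, start and end.

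Whole reads were recovered by dividing each library's values by the smallest value above 0. In all 6 libraries 100% of the values were whole multiples of that step. An automatic check of this property accepted 5 libraries and did not accept control replicate 2, whose size factor of 1.00 puts its step too close to 1 for the check. For that library the claim rests on the multiples themselves and on the FPKM table: reads, gene length and FPKM gave 1 constant library size, as in the other 5. Tests on recovered reads were therefore used as alternatives only. Median-of-ratios size factors recomputed from the reads equalled the deposited ones. DESeq2 rerun on the recovered reads of all 13416 genes, without a filter on low values, called 629 genes, all of them shared with the authors' deposited table. The reads assigned to genes were between 18770029 and 22333967 per library. Replicates of a group were compared by a chi-square per gene, which was between 12.1 and 89.0 for pairs within a group, so no pair agreed within sampling noise.

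Genes with a mean of at least 10 normalized counts over the 6 libraries were kept. Differences between Alk-YS and control were tested on log2(normalized count + 1) with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes kept. Fold changes are on that log2 scale, which understates the change of genes with low counts. Where all libraries of a group held at most 3 reads, the fold was computed against 3 reads and is a lower bound. Single genes also received an exact two-sided permutation test on log2 values, which cannot go below 0.1 here. On simulated counts with 200 changed genes among 9668, limma called 191 genes with 8.38% false calls. It recovered 76% of 2-fold and 99% of 4-fold changes. The changed genes were drawn only from genes with a mean of at least 50, so recovery at lower means was not measured. All these rates come from a single simulated draw. edgeR 4.0.16 gave 8.29% false calls and DESeq2 1.42.0 gave 18.3%.

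A total of 21 gene lists, with 209 entries of which 204 were found in the table, were written before the data were examined. The design, the alternatives and the rule for naming genes were also fixed then. Named genes were *Alk*, *jeb*, *Diap1*, members of the lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 normalized counts and no overlap between groups. Lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it, and adjusted over the 21 lists. A second muscle list and a list of midgut enzymes were written later, for the closing observations. Lk, Hsp22, Cpr47Ea and Cpr49Aa were listed at 0 FPKM in all 6 libraries and were not tested.

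Alternatives were edgeR's quasi-likelihood test and DESeq2 on recovered reads, TMM and upper-quartile scaling, pseudocounts of 0.1 and 5, no filter on low values, a minimum mean of 50, a replicate block, no mean-variance trend, the FPKM table, an adjusted p under 0.01, leaving out genes within 1 Mb of *Alk*, and leaving out each library. Robust eBayes was added after seeing the data. All 6 libraries entered every comparison except where a library was left out.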

Results

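Bulk RNA sequencing was performed on the central nervous system of *Drosophila melanogaster* third-instar larvae. The comparison was between a w1118 control strain and Alk-YS, an edited allele of the receptor tyrosine kinase gene *Alk* in which a tyrosine of the kinase domain is replaced by serine. Each of the 2 groups held 3 libraries. The reads assigned to genes numbered 18770029, 21712148 and 20082673 in control replicates 1 to 3. They numbered 22333967, 18869988 and 22059410 in Alk-YS replicates 1 to 3. At these depths a count of 0 allowed up to 3 reads, and intervals of this kind cover counting error only. Genes of the mitochondrial genome took between 8.56% (control replicate 3) and 13.8% (control replicate 1) of the reads. Pearson correlations of log2 values across genes, which are not independent replicates, ranged from 0.942 to 0.978 between control libraries. They ranged from 0.962 to 0.982 between Alk-YS libraries. The first principal component held 42.9% of the variance and did not separate the groups, since control replicate 3 lay at 15.6 and Alk-YS replicate 2 at -7.03 on it. The second component held 28.2% and separated them, with control libraries at 2.28, 5.36 and 51.3 and Alk-YS libraries at -13.2, -39.2 and -6.47.

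A set of 24 genes, chosen after their values were seen, had at least 100 normalized counts in control replicate 3, Alk-YS replicate 1 and Alk-YS replicate 3 and fewer than 10 in each of the other 3 libraries. It included the peritrophin and mucin genes Peritrophin-15a, Muc96D and Muc26B. The set's median was 1351, 533 and 509 normalized counts in those 3 libraries, in that order. It took 0.376% of the reads of control replicate 3, the largest share in any library. The presence of these transcripts did not follow genotype.

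**Figure D1:**
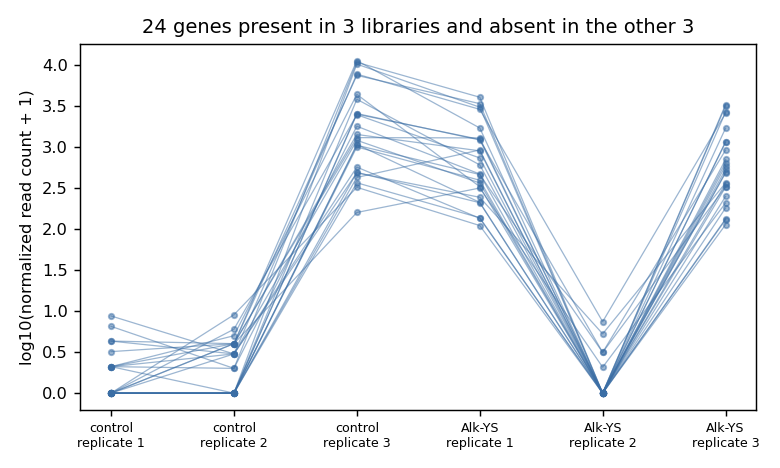
Normalized read counts of 24 genes (vertical axis, log10 of the count plus 1) in each of the 6 libraries (horizontal axis), with 1 line per gene. Every gene is at 100 or more in control replicate 3, Alk-YS replicate 1 and Alk-YS replicate 3 and under 10 in the other libraries.

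The first question was whether the edited allele altered the transcript level of the receptor or its ligand. *Alk* (FBgn0040505), on the minus strand of chromosome 2R from 16625293 to 16640011 in the BDGP6 assembly, had 2503 ± 439 normalized counts in control (SD, n = 3). In Alk-YS it had 2575 ± 113 (SD, n = 3). The log2 fold change of *Alk* was 0.05 with a standard error of 0.13, and limma gave an adjusted p of 0.921. The difference was smaller than the spread between replicates, and the exact two-sided permutation p was 0.8. *jeb* (FBgn0086677), which encodes the ligand, lies on 2R from 12085194 to 12119340. Its level was 1522 ± 510 normalized counts in control (SD, n = 3) and 1437 ± 91.3 in Alk-YS (SD, n = 3). The log2 fold change of *jeb* was -0.03 with a standard error of 0.21 and an adjusted p from limma of 0.972. Both genes changed sign when single libraries were left out. Without control replicate 1 the log2 fold changes were 0.19 for *Alk* and 0.23 for *jeb*. Without control replicate 3 they were -0.053 and -0.20.

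Across 9668 genes with a mean of at least 10 normalized counts, 287 differed between Alk-YS and control at an adjusted p under 0.05 in limma. Of these, 122 were higher in Alk-YS and 165 were lower. A change of at least 2-fold was found for 180 of the 287. Unadjusted p-values under 0.05 numbered 1331. The groups did not overlap for 1885 genes, which is 19.5% of those tested against 10% by chance. A stricter adjusted p under 0.01 moved the count most in ratio and left 84 genes. Leaving out control replicate 2 gave 105 genes, of which 100 were among the 287. DESeq2 on recovered reads of the same 9668 genes gave 612 genes, and these included all 287. The authors' deposited table held 629 genes at an adjusted p under 0.05, of which 272 were higher in Alk-YS. All 287 genes were among them with the same sign, and 318 further genes tested here were below 0.05 in the authors' deposited table but not in limma.

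**Figure D2:**
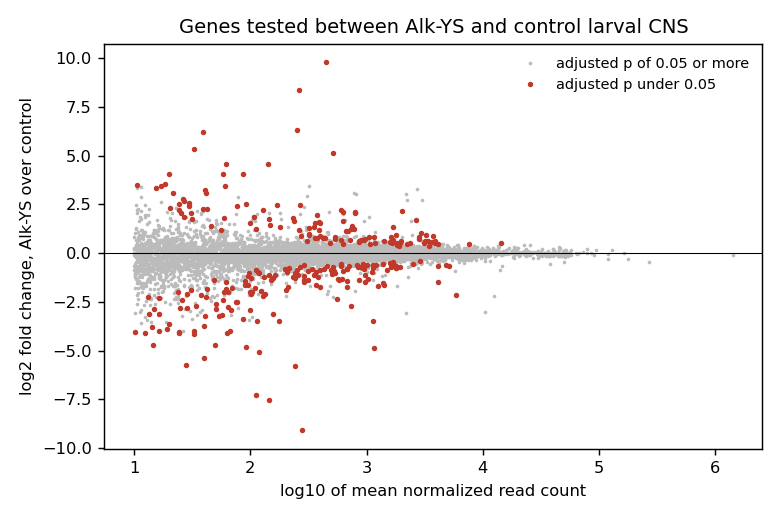
Log2 fold change of Alk-YS over control (vertical axis) against the log10 mean normalized read count (horizontal axis) for 9668 genes. Red points are the 287 genes with an adjusted p under 0.05 and grey points are the others.

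The 5 largest rises among genes without overlap between groups were found for mthl8, CG17669, Lasp, CG6912 and CG13840. mthl8 (FBgn0052475; 3L, 22428 to 26308) had no reads in any control library and 900.1 ± 169 normalized counts in Alk-YS (SD, n = 3). This was at least 292-fold higher, and limma gave an adjusted p of 1.17e-05. CG17669 (FBgn0034352; 2R, 18452737 to 18454462) had 522.5 ± 24.3 normalized counts in Alk-YS (SD, n = 3) and at most 1 read in each control library. It was at least 169-fold higher, with an adjusted p from limma of 5.03e-05. Lasp (FBgn0063485; 3L, 16676406 to 16711677) rose from 5.79 ± 3.72 to 495.1 ± 65.4 normalized counts (SD, n = 3), with a log2 fold change of 6.32. CG6912 (FBgn0038290; 3R, 15135138 to 15137004) rose from 31.8 ± 18.4 to 998.8 ± 154 (SD, n = 3), and its interval overlaps that of CR45600, so that reads could be shared between them. CG13840 (FBgn0039028; 3R, 22814483 to 22816178) rose from 11.4 ± 6.42 to 270.2 ± 64.8 normalized counts (SD, n = 3). Each of these rises was present in all 3 Alk-YS libraries.

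The 5 largest falls were found for Cyp6a17, ppk13, CG33509, Cyp6t3 and CG8665. Cyp6a17 (FBgn0015714; 2R, 14873953 to 14875739) had 550.6 ± 61.1 normalized counts in control (SD, n = 3) and no reads in Alk-YS. It was at least 189-fold lower, with an adjusted p from limma of 1.60e-05. ppk13 (FBgn0053508; 2L, 21086790 to 21088751) was at least 98.0-fold lower in Alk-YS. The adjacent gene CG33509 (FBgn0053509; 2L, 21084605 to 21086506) was at least 75.6-fold lower. Cyp6t3 (FBgn0033697; 2R, 12190682 to 12192436) fell from 472.2 ± 92.7 to 7.43 ± 0.05 normalized counts (SD, n = 3). CG8665 (FBgn0032945; 2L, 21371227 to 21377995) fell from 232.5 ± 204 to 4.20 ± 2.30 (SD, n = 3). The CG8665 call was lost on the FPKM table and in 3 of the 6 fits that each left out a library. Its log2 fold change on that table was -1.71, a value compressed by the addition of 1 to means of 3.08 FPKM in control and 0.056 FPKM in Alk-YS.

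The study examined apoptosis in mutant brains, and *Diap1*, an inhibitor of apoptosis, was compared first. *Diap1* (FBgn0260635; 3L, 16038410 to 16051034, minus strand) had 10461 ± 292 normalized counts in control (SD, n = 3). It had 12323 ± 786 in Alk-YS (SD, n = 3). All 3 Alk-YS libraries lay above all 3 control libraries. The log2 fold change of *Diap1* was 0.23 with a standard error of 0.08. The unadjusted p of *Diap1* in limma was 0.0228 and the adjusted p was 0.245, so the rise did not pass the threshold over all genes. Adjusted over the 191 tested genes of all lists, its p in limma was 0.132. The exact permutation p was 0.1, the smallest that 3 libraries against 3 allow. The authors' deposited table gave *Diap1* an adjusted p of 0.152. The 4 apoptosis inhibitors had a median log2 fold change of 0.15, and camera gave the list an adjusted p of 0.157. The median was 0.26 without control replicate 3. No inhibitor passed over all genes, while 2 passed adjusted over the list alone, *Diap1* and Buffy. The 13 pro-apoptotic genes had a median log2 fold change of 0.03 and a camera adjusted p of 0.831. No pro-apoptotic gene passed over all genes in limma, and 2 had an unadjusted p under 0.05, both lower: Strica (log2 fold change -0.81) and Debcl (log2 fold change -0.32). Strica passed over all genes with DESeq2 on recovered reads and in the authors' deposited table. The pro-apoptotic median changed sign, to -0.019, without Alk-YS replicate 1.

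**Figure D3:**
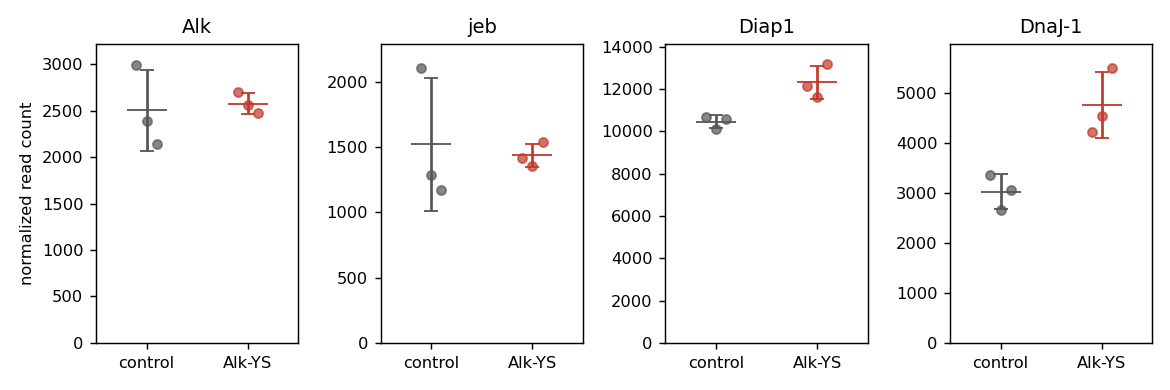
Normalized read counts (vertical axes, from 0) of Alk, jeb, Diap1 and DnaJ-1 in control and Alk-YS libraries. Points are the 3 libraries of a group, and bars are the mean and SD.

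Markers of a cell cluster that the study described in single-cell data of the same allele were compared next. Of 7 markers, 6 were tested and Tlk was not analysed here. All 6 had a positive log2 fold change, with a median of 0.24. The camera adjusted p of the list was 0.086, so it did not pass the threshold. The list passed only without control replicate 1, where the median was 0.42. DnaJ-1 (FBgn0263106; 3L, 5750029 to 5752189) was the single member past the threshold over all genes, and the single one adjusted over the list alone. It rose from 3031 ± 354 to 4763 ± 664 normalized counts (SD, n = 3), a log2 fold change of 0.65 with an adjusted p from limma of 0.041. The DnaJ-1 call was lost in each of the 6 fits that left out a library, although the log2 fold change stayed between 0.54 and 0.73. It was also lost with edgeR and without a mean-variance trend. Log2 fold changes of the other members were 0.03 for mamo, 0.04 for br, 0.06 for nkd, 0.42 for Hr4 and 0.94 for Hsp68. The sign of mamo depended on the library left out, from -0.12 without control replicate 3 to 0.22 without control replicate 1. DnaJ-1 and Hsp68, which had the largest rises of these markers, are also on the heat shock list. br and Hr4 are also on the ecdysone list, and mamo is also on the mushroom body list. Bulk RNA of the whole central nervous system could dilute a change confined to that cluster, so these values do not test it.

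Lists of neural cell types addressed whether progenitors or neurons changed. The 8 neuroblast markers had a median log2 fold change of 0.42, with 7 higher and 1 lower, and a camera adjusted p of 0.006. None of the 8 passed over all genes (5 had an unadjusted p under 0.05), and 3 did adjusted over the list alone. With DESeq2 on recovered reads insc and wor passed over all genes, and insc also did in limma without control replicate 3. The 17 cell cycle genes had a median of 0.19, with 15 higher, and a camera adjusted p of 0.044. The groups overlapped on the mean of this list. The cell cycle median was 0.12 without control replicate 1 and 0.30 without control replicate 3. In limma no cell cycle gene passed over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. With DESeq2 on recovered reads stg passed over all genes (adjusted p 0.027). It was lower (log2 fold change -0.31), against the direction of the list. The 14 neuron markers had a median log2 fold change of -0.18, with 10 lower, and a camera adjusted p of 0.086. The neuron median was -0.024 without control replicate 1 and -0.29 without control replicate 3. The 9 glia markers had a median of -0.02 (adjusted p 0.752) and the 12 mushroom body genes a median of 0.02 (adjusted p 0.752). The 9 ERK feedback genes, which respond to signalling downstream of receptor tyrosine kinases, had a median of 0.05 and an adjusted p of 0.443. The ERK median was -0.027 without control replicate 2. Within the ERK list edl had a log2 fold change of 0.53 and an adjusted p from limma of 0.057 over all genes, and it was the single member past the threshold adjusted over the list alone. It passed over all genes with DESeq2 and with the FPKM table.

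**Figure D4:**
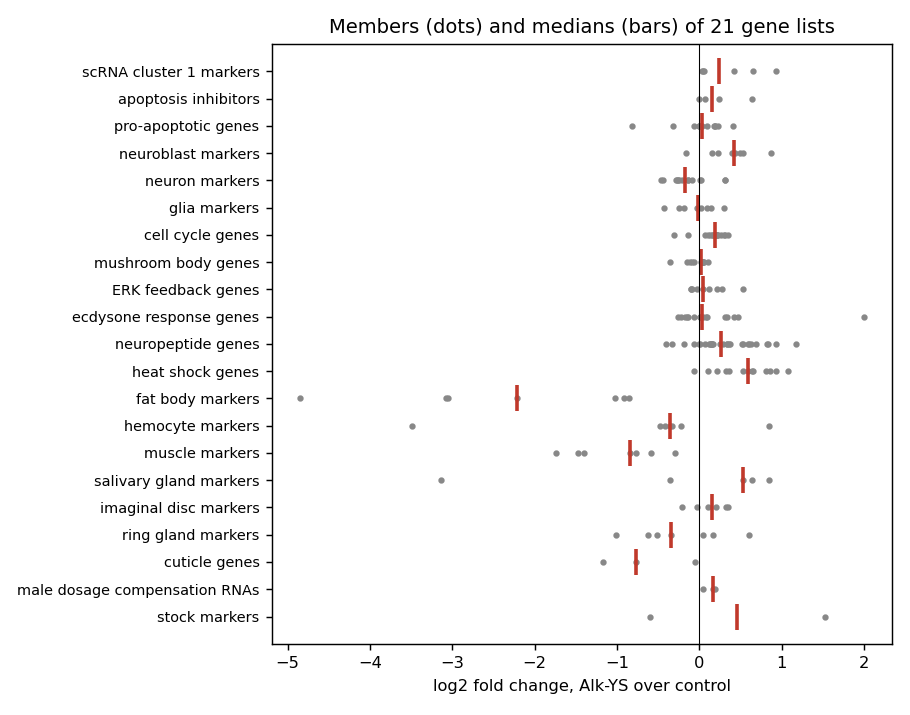
Log2 fold changes of Alk-YS over control (horizontal axis) for members of 21 gene lists (rows). Grey dots are genes and red bars are list medians, which run from -2.22 for fat body markers to 0.59 for heat shock genes.

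Among the other lists, 4 passed the camera threshold. The 30 neuropeptide genes had a median log2 fold change of 0.27, with 25 higher and 5 lower, and an adjusted p of 2.1e-05. The median was 0.14 without control replicate 3. Hug, Nplp1 and Pburs passed over all genes, and 9 neuropeptide genes passed adjusted over the list alone. Nplp1 rose from 2644 ± 218 to 4068 ± 99.8 normalized counts (SD, n = 3), a log2 fold change of 0.62 with an adjusted p from limma of 0.011. Hug had a log2 fold change of 0.82 with an adjusted p from limma of 0.023. Pburs had a log2 fold change of 1.18 with an adjusted p from limma of 0.035. Pburs lost its call in all 6 fits that left out a library and under 4 other alternatives, edgeR among them. Hug lost its call in 4 of the fits that left out a library and without a mean-variance trend. Nplp1 lost its call without Alk-YS replicate 1 and without Alk-YS replicate 3. The 7 muscle markers were all lower, with a median of -0.84 and an adjusted p of 2.1e-05, and Mlc1 and Mlc2 passed over all genes. Mlc1 lost its call in 5 of the 6 fits that left out a library and without a mean-variance trend. The 7 fat body markers were all lower, with a median of -2.22 and an adjusted p of 0.006, and the groups overlapped on their mean. The fat body median was -1.02 without Alk-YS replicate 3. Fbp2 was the single fat body gene past the threshold over all genes in limma, and its control values ran from 536.4 to 5125 normalized counts. It lost its call without control replicate 1, without Alk-YS replicate 1 and with robust eBayes. Rfabg (log2 fold change -0.92) passed over all genes with DESeq2 on recovered reads (adjusted p 0.004). It also passed in the authors' deposited table (adjusted p 0.003). The 13 heat shock genes had a median of 0.59 and an adjusted p of 0.006, and the groups overlapped on their mean. That list contains 6 near-identical Hsp70 copies, whose counts are uncertain because reads may be divided among them. Its single member past the threshold over all genes was DnaJ-1, which is also a cluster marker. Without control replicate 2 the heat shock median was 0.16 and the list no longer passed.

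No list that passed camera with its preset correlation passed under fry or with an estimated correlation. The lowest fry adjusted p was 0.125 and the lowest with an estimated correlation was 0.640. The remaining 8 lists did not pass camera over all 6 libraries. Their median log2 fold changes were -0.36 for hemocyte markers, 0.03 for ecdysone response genes, 0.53 for salivary gland markers, 0.15 for imaginal disc markers, -0.34 for ring gland markers, -0.77 for cuticle genes, 0.17 for male dosage compensation RNAs and 0.46 for stock markers. The stock marker value is the median of 2 tested genes that moved in opposite directions, vas (log2 fold change 1.52) and y (-0.60). vas did not pass over all genes in limma (adjusted p 0.106). It passed with DESeq2 on recovered reads (adjusted p 0.026) and in the authors' deposited table (adjusted p 0.016). The hemocyte list passed in 3 of the fits that left out a library and with a minimum mean of 50. Several rested on single libraries: without control replicate 3 the hemocyte median was -0.048, without control replicate 2 the imaginal disc median was 0.024, and without Alk-YS replicate 1 the ring gland median was -0.072. NimC1 among the hemocyte markers fell from 322.5 ± 32.2 to 29.6 ± 13.9 normalized counts (SD, n = 3). No other member of that list passed over all genes in limma. Cyp28a5, which lies within 20 kb of NimC1 on 2L, also fell (log2 fold change -2.91, limma adjusted p 0.006). A local cause of the NimC1 fall, apart from any change in hemocytes, therefore stays open. The hemocyte marker eater, which was higher (log2 fold change 0.85), passed in the authors' deposited table (adjusted p 0.047). Sgs4 among the salivary gland markers had a log2 fold change of -3.14, and its call was lost in 5 of the 6 fits that left out a library and under 5 other alternatives, edgeR and the FPKM table among them. Of the 191 list genes tested, 9 passed over all genes and 18 passed when adjusted over those 191 genes. With DESeq2 on recovered reads 27 passed over all genes, and 26 did in the authors' deposited table.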

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

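The count of 287 genes stayed within 1.5 times of its value with edgeR, both other scalings, both other pseudocounts, no filter, a minimum mean of 50, no mean-variance trend, the FPKM table, robust eBayes and without genes near *Alk*. DESeq2 on recovered reads of the 9668 filtered genes gave 612 genes (259 higher, 353 lower, 288 at least 2-fold). On simulated counts DESeq2 called 229 genes, with 18.3% false calls, against 191 in limma. That excess is smaller than in the data, so the simulated false calls do not account for the larger count. Its cause was not otherwise tested. An adjusted p under 0.01 left 84 genes (35 higher, 49 lower, 76 at least 2-fold), by construction. With a minimum mean of 50, where fewer genes are tested, 109 genes changed at least 2-fold. Of the genes DESeq2 called on recovered reads, 95.8% were also called in the authors' deposited table, against 100% in limma. The filter on low values accounts for this, since DESeq2 on the reads of all 13416 genes called 629 genes and shared 629 with that table.

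The fits that each left out a library gave from 105 to 336 genes (40 to 156 higher, 52 to 180 lower, 88 to 181 at least 2-fold), with fewer libraries in each. The highest count, 336, came without control replicate 3, and it shared 233 genes with the 287. Across these fits the log2 fold changes ranged from -0.053 to 0.19 for *Alk*, from -0.20 to 0.23 for *jeb*, from 0.19 to 0.28 for *Diap1* and from -0.12 to 0.22 for mamo. *Diap1* stayed positive and short of the threshold under every alternative run.

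Medians of lists ranged across the same fits from -0.027 to 0.058 for ERK feedback genes, -0.052 to 0.021 for mushroom body genes, -0.019 to 0.11 for pro-apoptotic genes, -0.051 to 0.070 for glia markers, -0.069 to 0.12 for ecdysone response genes, -2.08 to 0.48 for cuticle genes, -0.16 to 0.51 for male dosage compensation RNAs and -0.40 to 1.19 for salivary gland markers, so these signs are not settled. Cell cycle genes (0.12 to 0.30) lost their call in 4 of the 6 fits, neuron markers (-0.29 to -0.024) gained one in 3, hemocyte markers (-0.56 to -0.048) gained one in 3, cluster markers (0.18 to 0.42) gained one in 1, and heat shock genes (0.16 to 0.85) lost theirs in 1, without control replicate 2. With a minimum mean of 50 the neuron (-0.18) and hemocyte (-0.36) lists passed the threshold. Under fry and under an estimated correlation the neuroblast (0.42) and cell cycle (0.19) lists no longer passed; the cause was not tested. With edgeR mamo was at -0.0070, for which the cause was not tested. With no filter the stock marker median was -0.60, because the third member then entered the list. Among the other results, 23 became weaker and 6 stronger outside the fits that left out a library.

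Whether the replicate numbers pair the libraries was not settled. Deviations from the group means correlated at -0.12, 0.35 and 0.41 for numbers 1 to 3. Between libraries of different groups and different numbers, these correlations ran from -0.48 to 0.32, so pairing by number stays open. The fit with a replicate block gave 284 genes (103 higher, 181 lower), 220 of them among the 287.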

Other observations

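The limma test of *Diap1* and its alternatives other than robust eBayes were fixed beforehand. So were the fry and estimated-correlation tests of the neuropeptide list. The other tests here were chosen after the patterns they address were seen. The values of the second muscle list and of the matched random lists had not been seen when those tests were chosen.

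The study described *Diap1* as raised in these bulk libraries. It also listed *Diap1* among cell death genes of a single-cell cluster and found fewer apoptotic cells in mutant brains, neither of which was examined here. The direction here was the same in all 3 Alk-YS libraries, and the adjusted p was 0.245 in limma. Across 18 alternatives it ranged from 0.0888 (DESeq2 on recovered reads) to 0.678, so the call did not pass in any of them.

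The genotype split was compared with the 9 other ways of dividing the 6 libraries into groups of 3. Of the 10 splits, 1, the genotype split itself, gave as many as 287 genes, and 1 gave as many with a change of at least 2-fold. The next largest count was 35, for the split that follows the peritrophin and mucin transcripts. The remaining splits gave 0 or 1. With 10 splits the share is never under 0.1, so the share itself decides nothing, although every other split gave far fewer genes. The lists did not stand apart in this way. The genotype split gave 6 lists past the camera threshold, and the other splits gave from 0 to 9. A camera p as small as the genotype's came from 2 of the 10 splits for muscle markers, 2 for neuropeptide genes, 2 for fat body markers, 3 for heat shock genes, 2 for neuroblast markers and 4 for cell cycle genes, the genotype split counted each time. The list calls with a preset correlation are therefore weak evidence for an effect of genotype.

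The peritrophin and mucin transcripts of control replicate 3, Alk-YS replicate 1 and Alk-YS replicate 3 crossed the genotypes. Depth is argued against as the source, since the deepest library had 1.19 times the reads of the shallowest while these genes differed by over 10-fold. A swapped sample is also argued against: 100% of the genes that were on in one genotype and off in the other, found in the other 5 libraries, stood with each library's label, although this rests on 6 to 9 genes per library. Midgut carried over with the brain would bring digestive enzymes, and the median of 21 midgut enzyme genes reached at most 1.97 normalized counts in any library. The highest midgut enzyme was Jon65Aiv, at 440.0 in control replicate 3 and 211.1 in Alk-YS replicate 3 but 3.69 in Alk-YS replicate 1. These transcripts were present in 1 control and 2 Alk-YS libraries, so their source could add to differences between genotypes. No fit with a term for these libraries is reported, because groups drawn from a measured outcome are not a valid comparison. The enzyme genes could not reveal a part of the gut that makes few of them, so gut carry-over of that kind stays open. Another tissue dissected with the brain may be the source and was not tested, and no biological explanation was tested.

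Many of the largest changes between genotypes looked nearly on or off, which differences between the strains' genomes could produce without any action of the receptor. The study made the allele by injecting embryos of a vas-Cas9 line, which it also lists as its wild-type control. The control libraries here are labelled w1118 only, so how closely the strains match is not known. Background linked to the edited locus is not the whole cause, because 271 of the 287 genes lay outside 2 Mb of *Alk*. Within 2 Mb 4.06% of genes were called, against 2.92% elsewhere (Fisher's exact test, p 0.222). The arm that carries *Alk*, 2R, had the highest share called, 4.02%, against 2.18% (X) to 3.37% (3L) on the other large arms. That difference between arms was not tested, so linked background over a wider stretch stays open as part of the cause. If local variants were involved, changed genes would lie beside others changed in the same direction. Of 101 genes changed at least 4-fold, 22 had such a neighbour within 20 kb, against a mean of 3.02 in 10000 permutations (p 0.0001, the smallest they can give). ppk13 and CG33509 are an example, and NimC1 and Cyp28a5 are another. The test is not specific, a limit that was weighed only after its p was seen: 11 of the 24 peritrophin and mucin genes, which do not follow genotype, also had a neighbour of their own set. Local strain variants and clusters of co-expressed genes cannot be told apart here, and an effect of the receptor stays open as well.

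Muscle markers were lower in Alk-YS. If less muscle had been carried over with the mutant brains, other muscle genes would fall too. A second list of 14 muscle genes had a median log2 fold change of -0.27, with 11 lower and none past the threshold over all genes (3 had an unadjusted p under 0.05). Its camera p at the preset correlation was 0.022 and its fry p was 0.110, and the requirement that fry also pass was set after the camera value was seen. Less carried-over muscle and a change within the tissue cannot be told apart.

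Neuropeptide genes were higher as a list. Their median exceeded 100% of 10000 random lists matched on expression and gene length, which argues against a trend with either as the cause. Random lists ignore the correlation between members. A change in peptidergic neurons is a hypothesis that stays open, as does chance, since the list did not pass under fry (adjusted p 0.195; its adjusted p with an estimated correlation was 0.640). The neuroblast markers likewise exceeded 100% of matched random lists. Dilution of neural transcripts by other tissue in the control libraries would lower neuron markers in control as well. The neuron list was at -0.18, in the opposite direction, with 10 lower and 4 higher. That list did not pass camera over all 6 libraries (adjusted p 0.086), and its groups overlapped on their mean. Its median was -0.024 without control replicate 1, so it argues against dilution only weakly. A change in the neuroblasts themselves stays open and was not tested, as does chance. By counting cells, the study found no difference in neuroblast number. It also saw no rise in proliferation with EdU labelling or a cell cycle reporter, and it counted more neurons in the mutant. Those assays measured cells, whereas the cell cycle and neuron lists here measure bulk transcripts.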
